A study of Mus musculus with 24 samples.

How the data were processed

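Total RNA from adipose tissue of 2-month-old C57BL/6 mice was sequenced. The mice were wild type (WT) or carried 1 of 2 amino acid changes at residue 665 of STAT5B, a transcription factor activated by cytokine and growth hormone receptors. Y665F replaces the tyrosine there with phenylalanine and Y665H replaces it with histidine. Each genotype was represented by 4 male and 4 female libraries, which made 6 groups and 24 libraries, and each library was mapped to its group and replicate number by its title. The labels call the tissue adipose and name no fat depot.

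Per the labels' protocols, the authors removed ribosomal RNA, prepared stranded libraries and sequenced them as read pairs. The deposited files hold raw read counts per gene symbol, with 1 file per library. Each file lists whole numbers for 24421 gene symbols and 5 further entries that name no gene, in the layout of the program htseq-count. The aligner, the counting program, the genome build, the annotation and the strand setting are stated neither in the labels nor in the files, so no coordinates are given here. Reads of genes with near-identical copies, and reads of overlapping or antisense genes, may have been split or dropped by that counting. The values of the serpin genes Serpina3b and Serpina1a, of Rnase2a, and of the predicted or RIKEN genes Gm7120 and D630039A03Rik are uncertain for this reason. The 5 entries that name no gene were left out of library sizes and tests. They held 24.8 to 39.7% of all counts of a library, of which reads in no annotated feature made up 17.0 to 28.1% and reads without a unique alignment 4.59 to 10.7%.

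The depth, taken as the sum over gene symbols, ran from 21.0 M in Y665F male 3 to 41.3 M in Y665H male 4, with a median of 34.6 M. Levels are given as counts per 1e6 gene counts (CPM), computed from these sums, and M stands for 1e6. A count of 0 allows a level of up to 0.0726 to 0.143 CPM, depending on the library, taking 3 counts as the upper limit. Such limits and 95% counting intervals cover counting error only, since read pairs are not independent molecules. The ribosomal RNA gene Rn45s held 3.27 to 15.0% of the gene counts. Within groups, no pair of libraries was alike within sampling noise: the chi-square statistic per degree of freedom was at least 17.3 for every pair, so all 24 libraries were treated as separate samples. The 4 haemoglobin genes together held 1 count over the 24 libraries.

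Genes were tested with the quasi-likelihood F test of edgeR 4.0.16 (limma 3.58.1, R 4.3.3) on the deposited counts, with TMM scaling, the default filterByExpr filter on low counts and Benjamini-Hochberg adjustment. A gene with an adjusted p under 0.05 is termed called. Each of 7 contrasts between 2 groups was fitted on the 8 libraries of those groups. The difference between the sexes in the effect of each mutation was tested as an interaction on 16 libraries. Fold changes are on the log2 scale with their standard errors (SE), and CPM are given as mean ± SD of 4 libraries. Under scaling by library totals in place of TMM, the median log2 fold change over tested genes moved from 0.01 to 0.14 for Y665F against WT in females, from -0.03 to -0.18 for Y665H against Y665F in females, and from 0.02 to 0.20 for WT males against WT females, so all fold changes are relative to TMM scaling.

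The tests, the gene lists, the first set of alternative settings and the rule for naming genes were fixed before the data were examined. For each contrast of a mutant with WT, the rule names the 3 higher and the 3 lower genes with the smallest p among called genes with a mean of at least 1 CPM and no overlap between the groups. For the other contrasts and the interactions it names 2 per direction, without the condition on overlap for interactions. It adds Stat5b, Stat5a, Cish, Socs2, Socs3, Igf1 and Bcl6, the sex check genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty, and at most 4 called members per fixed list and contrast. Any other gene is named with the statement that it was chosen after its values were seen. Some single-gene values are not reported here.

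The 4 fixed lists covered the STAT5 response (13 genes), cholesterol synthesis (24), fatty acid and triglyceride synthesis (21), and lipid uptake and lipolysis (17). They were tested with fry from limma, which keeps the correlation between genes, with adjustment over 16 tests, and with camera at a preset correlation of 0.01 as an alternative. Cell composition was described with 9 marker lists, as the mean of log2(CPM + 1) with a pseudocount of 1: adipocyte, thermogenic adipocyte, mammary or other epithelium, B cell, T and NK cell, macrophage, skeletal muscle, epididymis and erythroid. Of the 12 adipocyte genes, 5 are also in the list of lipid uptake and lipolysis. In WT females, a mean of at least 1 CPM was reached by 6 of the 14 T and NK cell genes, 9 of the 12 B cell genes, all 12 macrophage genes, all 15 muscle genes and none of the 8 epididymis genes, of which all 8 reached it in WT males. After the data were examined, 4 lists were added: lymph node stroma and vessels (6 genes), naive lymphocyte (6), testis (7) and thermogenic genes that muscle lacks (5, all of them also in the thermogenic adipocyte list). Differences between list means were tested with exact two-sided permutation tests, whose smallest p with 4 libraries against 4 is 0.0286.

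This first set held size factors of DESeq2 1.42.0 in the edgeR test, no low-count filter, the DESeq2 Wald test, a robust prior, all 24 libraries in one fit, the replicate number as a block, and the omission of each library in turn. Alternatives added after the data were examined were the mean of the epididymis, the epithelium or the skeletal muscle list as a covariate, thinning of all libraries to the 21.0 M gene counts of the shallowest, and offsets for GC content and transcript length. GC content and length were taken from GENCODE M21 transcripts, with older symbols matched through a RefSeq table of the assembly GRCm38.p6, and covered 24044 of the 24421 symbols. The same table, of a build that may not be that of the files, gave the neighbours of Stat5b.

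The procedure was tested on simulated counts with 200 changed genes, drawn from the means, library sizes and dispersions of the real libraries. The changed genes were taken only from those with a mean count at or above a set minimum. Recovery after adjustment depends on their level and on how many genes change, so the rates hold for this setting only. For Y665F against WT in females (15642 genes), edgeR recovered 65.0% of 2-fold and 93.0% of 4-fold changes, and 6.48% and 6.53% of its calls were false. For the same contrast in males (16240 genes), it recovered 0% of 2-fold and 65.0% of 4-fold changes, and 0% and 3.70% of its calls were false. DESeq2 recovered 84.0% and 97.5% in females and 40.5% and 82.0% in males, with 26.4 to 40.0% of its calls false, so its larger counts of calls are given as an alternative only.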

Results

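Gene expression in adipose tissue was measured by total RNA-seq in WT, Y665F and Y665H mice of both sexes, with 4 libraries in each of the 6 groups. The mean depth was 33.9 M gene counts in WT males, 30.8 M in Y665F males, 35.9 M in Y665H males, 36.8 M in WT females, 29.9 M in Y665F females and 35.6 M in Y665H females. The comparisons address how 2 substitutions of the same tyrosine of STAT5B change expression in this tissue, whether they do so alike, and whether the sexes differ.

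Sex labels were checked first. Xist was at 492 to 942 CPM in the 12 female libraries and at 0.0302 to 2.64 CPM in the 12 male libraries. Kdm5d was at 25.8 to 39.1 CPM in males and at most 0.0806 CPM in females, Ddx3y at 64.6 to 124.5 CPM against at most 0.108 CPM, and Uty at 20.9 to 39.5 CPM against at most 0.0366 CPM. Eif2s3y was at 12.4 to 36.2 CPM in males and had no count in females. All 24 libraries matched their sex label. The genotype cannot be read from gene counts, because a point mutation leaves the transcript in place. Stat5b was at 94.7 ± 12.2 CPM in WT males, 115.1 ± 8.39 in Y665F males, 106.1 ± 3.77 in Y665H males, 96.8 ± 9.63 in WT females, 108.9 ± 13.2 in Y665F females and 96.6 ± 3.41 in Y665H females (SD, n = 4). None of the 4 contrasts with WT was called for Stat5b, with edgeR adjusted p from 0.288 to 0.932, or for Stat5a, with edgeR adjusted p from 0.291 to 0.880.

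In Y665F females, 521 of 15642 tested genes were called against WT females, 361 higher and 160 lower, and 259 of them changed more than 2-fold. The unadjusted p was under 0.05 for 4107 genes. Alternatives moved this count both ways. The DESeq2 Wald test called 2014 genes, of which 48.7% were higher. With the skeletal muscle list as a covariate, a fit chosen after the data were examined, 0 genes were called and 3015 had an unadjusted p under 0.05. When single libraries were left out, the count fell to 67 without Y665F female 1, 71 without Y665F female 4, 180 without Y665F female 2, 83 without WT female 4, 92 without WT female 1, 94 without WT female 2 and 247 without WT female 3, and rose to 747 without Y665F female 3. Grap2, an adaptor protein of T cell signalling, was at 11.9 ± 1.30 CPM in Y665F and 2.77 ± 0.219 CPM in WT females (SD, n = 4), a log2 fold change of 1.98 (SE 0.13, edgeR adjusted p 0.00235). The transcription factor Bcl11b rose from 1.29 ± 0.125 to 5.37 ± 0.529 CPM, a log2 fold change of 1.93 (SE 0.15, edgeR adjusted p 0.00612), and the integrin gene Itgal from 9.40 ± 1.06 to 25.8 ± 2.57 CPM, a log2 fold change of 1.32 (SE 0.11, edgeR adjusted p 0.00619). Among the lower genes, Cox8b fell from 14.9 ± 4.29 to 3.73 ± 0.894 CPM (log2 fold change -2.13, SE 0.23), Serpina3b from 8.82 ± 2.87 to 1.12 ± 0.380 CPM (-3.09, SE 0.34) and Pmepa1 from 229.1 ± 52.9 to 80.3 ± 14.4 CPM (-1.64, SE 0.19), each with an edgeR adjusted p of 0.00978. With the muscle covariate, these 6 genes kept their direction with edgeR adjusted p of 0.0695 to 0.0749.

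Male Y665F libraries gave no called gene against WT males among 16240 tested, with 2772 genes at an unadjusted p under 0.05 and a lowest edgeR adjusted p of 0.0873. The biological coefficient of variation of this contrast was 47.2%, against 26.6% for the same contrast in females. In simulated data of this spread, with 200 changed genes, 2-fold changes were not recovered. Without WT male 1, 570 genes were called, 302 higher and 268 lower. That library had the lowest epithelium list of the WT males, 2.08 against at least 4.27 in the others. Its epididymis list, at 0.165, was also the lowest of the WT males. Leaving it out made WT and Y665F males more unequal in these lists, so the 570 calls cannot be told apart from tissue next to the fat. The DESeq2 Wald test called 1036 genes and the fit over all 24 libraries 2261. The epididymis list as a covariate left 838 genes at an unadjusted p under 0.05, with 812 expected by chance, and the epithelium list left 1490. Both fits called 0 genes, have 1 more coefficient and were chosen after the data were examined. Grap2 was at 12.5 ± 2.90 CPM in Y665F and 4.04 ± 1.55 CPM in WT males, and Itgal at 31.3 ± 5.07 and 11.6 ± 2.18 CPM (SD, n = 4). These genes were looked up in males because the rule named them in females, and neither was called.

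**Figure D1:**
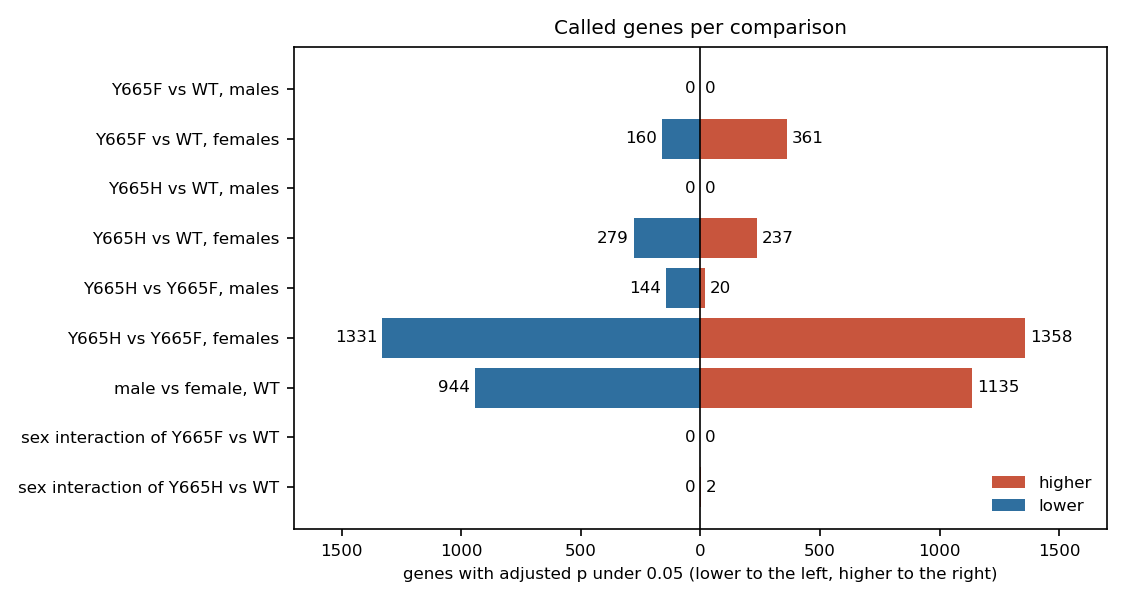
Number of genes with an edgeR adjusted p under 0.05 in each comparison, with genes higher in the first-named group drawn to the right (red) and lower ones to the left (blue). Both mutants against WT gave no call in males, and 521 and 516 calls in females.

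In Y665H females, 516 of 15469 tested genes were called against WT females, 237 higher and 279 lower, of which 124 changed more than 2-fold; 3679 genes had an unadjusted p under 0.05. Single libraries moved this count widely. It was 20 without WT female 1, 22 without WT female 4, 318 without WT female 2 and 1269 without WT female 3, and 48, 229, 82 and 141 without Y665H females 1, 2, 3 and 4. Erdr1 had 4.18 to 7.96 CPM in the 4 Y665H females and at most 0.0271 CPM in WT females; over both sexes, the 8 Y665H libraries held 1770 Erdr1 counts and the 16 others 3, a ratio of 1080 with a 95% counting interval of 370 to 5260. D630039A03Rik rose from 0.461 ± 0.0584 to 5.99 ± 1.55 CPM (log2 fold change 3.70, SE 0.22, edgeR adjusted p 0.000236) and Gm7120 from 1.57 ± 0.193 to 9.90 ± 3.21 CPM (log2 fold change 2.67, SE 0.26, edgeR adjusted p 0.0053). Rap1gap2 fell from 67.9 ± 8.05 to 27.8 ± 3.78 CPM (log2 fold change -1.27, SE 0.11, edgeR adjusted p 0.00277), Mxra8 from 130.3 ± 11.9 to 51.3 ± 6.71 CPM (log2 fold change -1.33, SE 0.11, edgeR adjusted p 0.00277) and Serpina1a from 9.43 ± 2.59 to 1.62 ± 0.223 CPM (log2 fold change -2.53, SE 0.23, edgeR adjusted p 0.00386).

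Among Y665H males, 0 of 16406 tested genes were called against WT males, with 1874 genes at an unadjusted p under 0.05, a lowest edgeR adjusted p of 0.258 and a biological coefficient of variation of 46.6%. Without WT male 1, 1 gene was called. Erdr1 was at 3.63 to 8.80 CPM in the 4 Y665H males and had no count in WT males. The DESeq2 Wald test called 66 genes and the fit over all 24 libraries 203. The epididymis covariate left 198 genes at an unadjusted p under 0.05 and the epithelium covariate 330, with 820 expected by chance and 0 called in either fit.

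**Figure D2:**
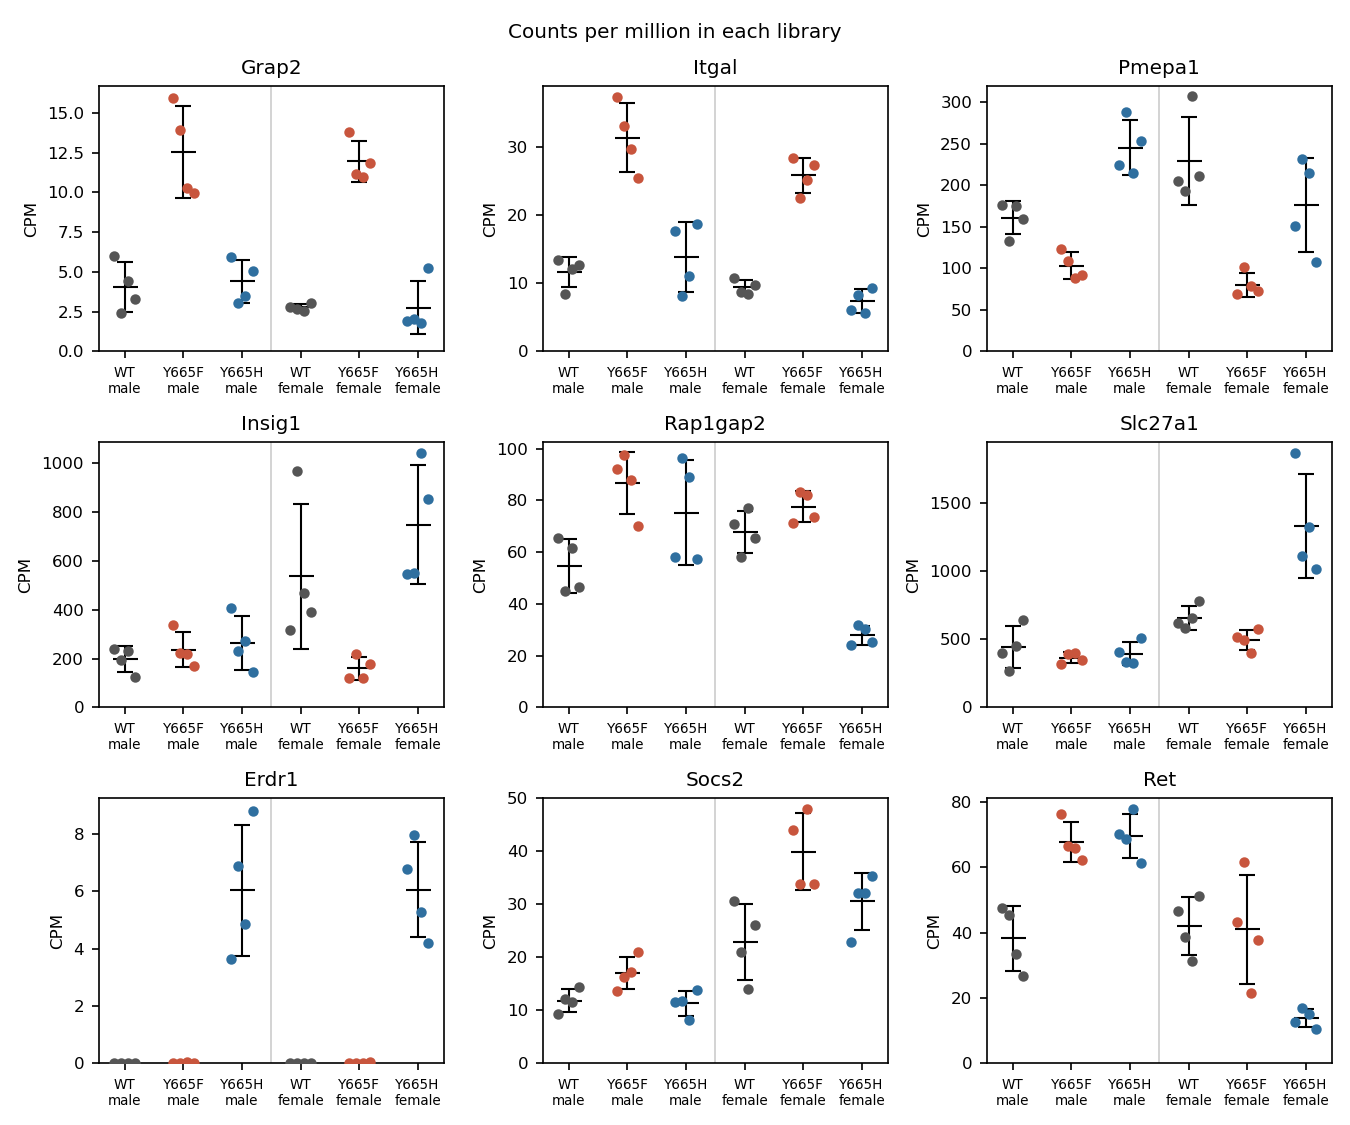
CPM of 9 genes in each library (points), with the mean and SD of the 4 libraries of a group (black bars), for WT (grey), Y665F (red) and Y665H (blue). Erdr1 was at 3.63 to 8.80 CPM in the 8 Y665H libraries and at most 0.0477 CPM in the 16 others.

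The mutants were also compared with each other. Y665H and Y665F females differed in 2689 of 15493 tested genes, 1358 higher and 1331 lower in Y665H, with 1630 under the muscle covariate. The count fell to 1554 without Y665F female 1, 1733 without Y665F female 4, 1639 without Y665H female 1 and 1746 without Y665H female 3, and was 1583 with the replicate number as a block. Erdr1 was higher in Y665H (edgeR adjusted p 0.00105), as was Etfdh, at 197.8 ± 2.59 against 113.8 ± 3.51 CPM (log2 fold change 0.95, SE 0.07, edgeR adjusted p 0.00105). The interleukin-2 receptor gene Il2rb was at 2.01 ± 0.266 CPM in Y665H and 13.4 ± 2.04 CPM in Y665F (log2 fold change -2.58, SE 0.18, edgeR adjusted p 0.00105), and Rnase2a at most at 0.0258 CPM in Y665H and at 2.05 ± 0.336 CPM in Y665F (edgeR adjusted p 0.00105). Y665H and Y665F males differed in 164 of 15986 tested genes, 20 higher and 144 lower in Y665H. That count was 10 without Y665F male 3, 14 without Y665F male 1, 21 without Y665F male 2 and 220 without Y665F male 4, and 17, 97, 33 and 90 without Y665H males 1, 2, 3 and 4. Higher in Y665H males were Erdr1 (edgeR adjusted p 0.00468) and Cilp, at 121.6 ± 8.07 against 44.9 ± 7.84 CPM (log2 fold change 1.39, SE 0.12, edgeR adjusted p 0.00468). Lower were Arhgap4, at 13.1 ± 0.863 against 29.2 ± 2.97 CPM (log2 fold change -1.21, SE 0.10, edgeR adjusted p 0.00468), and Psd4, at 12.8 ± 1.43 against 27.0 ± 1.53 CPM (log2 fold change -1.13, SE 0.10, edgeR adjusted p 0.00468).

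WT males and WT females differed in 2079 of 15865 tested genes, 1135 higher and 944 lower in males. The count was 5076 without WT male 1, 642 without WT male 3, and 317, 378, 404 and 251 without WT females 1, 2, 3 and 4. WT male 1 had the lowest epididymis list of the WT males, at 0.165, so its omission made the sexes more unequal in that tissue. With the epididymis list as a covariate, a fit chosen after the data were examined, 109 genes were called. Apart from Kdm5d (edgeR adjusted p 8.01e-05), Ddx3y (edgeR adjusted p 0.000252) and Xist (edgeR adjusted p 1.02e-06), the rule named Nrn1, at 0.902 ± 0.185 CPM in males and 23.6 ± 3.98 CPM in females (log2 fold change -4.85, SE 0.23, edgeR adjusted p 8.01e-05).

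Whether a mutation acted differently in the sexes was tested by the interaction. For Y665F, 0 of 16732 genes passed, with 3645 at an unadjusted p under 0.05 and a lowest edgeR adjusted p of 0.0686. Without WT male 1, 1686 genes passed, and 2 did so without WT male 2 or without WT female 1. The counts without WT male 1, here and for Y665H below, cannot be told apart from tissue next to the fat. WT male 1 was the WT male lowest in the epididymis list. For Y665H, 2 of 16827 genes passed. Ret was at 69.4 ± 6.74 CPM in Y665H and 38.3 ± 9.89 CPM in WT males, and at 13.8 ± 2.71 CPM in Y665H and 42.0 ± 8.75 CPM in WT females (SD, n = 4), an interaction of 2.46 on the log2 scale (SE 0.30, edgeR adjusted p 0.0148). Abat was at 80.0 ± 9.98 and 46.4 ± 7.20 CPM in males and at 20.0 ± 4.45 and 38.9 ± 7.67 CPM in females, an interaction of 1.75 (SE 0.24, edgeR adjusted p 0.0316). Without WT male 1, 1844 genes passed for Y665H, with 14 without WT male 2, 7 without Y665H male 1, 5 without WT female 3 and 1 without Y665H female 2 or Y665H female 4, and none did without WT male 3, Y665H male 2, Y665H male 3, WT female 1, WT female 4 or Y665H female 1. The absence of calls in males next to calls in females is therefore not shown to be a difference between the sexes.

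Changes in Y665F and Y665H were then set against each other. Across 15348 genes in females, the Spearman correlation of the log2 fold changes was 0.119. Simulated unchanged mutants that shared simulated WT libraries, over 15861 genes, gave 0.455 (0.441 to 0.472 over 20 simulations), because the WT libraries are shared. Genes were drawn independently there, so this range is too narrow to judge the real value by. Random regroupings of the female libraries keep the correlation between genes. They gave -0.208 to 0.867 on means of log2(CPM + 1), with 0.165 for the real groups. Both mutants called 54 genes in females, 21 in the same and 33 in opposite directions. Without WT female 1 or WT female 4 no gene was called in both, and each other omission left between 2 and 44 genes in opposite directions and between 1 and 30 in the same direction, the most without Y665F female 3. Across 16058 genes in males, the correlation was 0.723. Both mutants were low in tissue next to the fat against the WT males they share, with no list member called. The epididymis list had median log2 fold changes of -5.2 in Y665F and -5.9 in Y665H males, and the epithelium list -1.99 and -1.91. The correlation in males therefore cannot be told apart from this tissue in the shared WT libraries. The simulation for males, over 16728 genes, gave 0.453 (0.439 to 0.465). Random regroupings of the male libraries gave -0.372 to 0.893, with 0.719 for the real groups. No library is shared between the sexes: the correlation of male and female changes was -0.005 for Y665F over 15364 genes and -0.004 for Y665H over 15200 genes. These correlations are across genes, which are not independent replicates.

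Genes of lipid metabolism and STAT5 targets were examined as fixed lists. No list passed an adjusted p of 0.05 in fry in any contrast of a mutant with WT, the lowest of the 16 adjusted values being 0.297. In Y665F females, 23 of 24 genes of cholesterol synthesis were lower (median log2 fold change -0.62, fry adjusted p 0.297), as were 20 of 21 genes of fatty acid and triglyceride synthesis (median -0.79, fry adjusted p 0.297) and 17 of 17 genes of lipid uptake and lipolysis (median -0.45, fry adjusted p 0.297). The alternative that moved these most was camera, which gave adjusted p of 4.62e-07, 2.16e-07 and 2.28e-07. None of the calls made by camera holds under fry. The mean log2(CPM + 1) of the cholesterol list was 5.871 in WT female 2, 4.837 to 4.96 in the other WT females and 4.492 to 4.884 in Y665F females. For fatty acid and triglyceride synthesis these values were 9.996, 8.792 to 9.404 and 8.211 to 9.055. WT female 2 thus carried part of the fall of these 2 lists. Both kept their direction in every fit that left out 1 library. Hmgcs1 and Insig1 were called within the cholesterol list. Hmgcs1 fell from 198.8 ± 13.5 to 122.1 ± 16.6 CPM (log2 fold change -0.84, SE 0.12, edgeR adjusted p 0.0159) and lost its call without WT female 4, with an edgeR adjusted p of 0.0503. Insig1 fell from 536.6 ± 295.8 to 160.1 ± 47.3 CPM (log2 fold change -1.88, SE 0.38, edgeR adjusted p 0.0414), a call lost in 7 of the 8 fits that each left out 1 library. Adjusted over the list alone, 3 genes of cholesterol synthesis, 5 of fatty acid and triglyceride synthesis and 7 of lipid uptake and lipolysis were called, all lower, against 2, 0 and 0 over all genes tested. In the same contrast, 0 of the 12 adipocyte genes were higher (median -0.38, quartiles -0.47 and -0.32) and 0 were called. The fall of lipid uptake and lipolysis, of similar size, cannot be told apart from a lower share of adipocytes by these values.

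In Y665H females, the same lists pointed up: 17 of 24 genes of cholesterol synthesis (median log2 fold change 0.18, fry adjusted p 0.688), 18 of 21 of fatty acid and triglyceride synthesis (median 0.56, fry adjusted p 0.297) and 12 of 17 of lipid uptake and lipolysis (median 0.07, fry adjusted p 0.297). Without WT female 2, the fry adjusted p of cholesterol synthesis was 0.00629. Called members were Elovl5, at 152.0 ± 18.5 against 89.6 ± 13.4 CPM (log2 fold change 0.78, SE 0.14, edgeR adjusted p 0.0271), Dgat1, at 275.3 ± 25.9 against 188.7 ± 13.4 CPM (log2 fold change 0.56, SE 0.11, edgeR adjusted p 0.0382), Slc27a1, at 1331 ± 382.9 against 657.7 ± 86.0 CPM (log2 fold change 1.05, SE 0.22, edgeR adjusted p 0.04), and Acsl1, at 4417 ± 490.1 against 2943 ± 349.3 CPM (log2 fold change 0.60, SE 0.14, edgeR adjusted p 0.0486). These calls were lost in 5, 7, 6 and 7 of the 8 fits that each left out 1 library, with edgeR adjusted p up to 0.147. Adjusted over the list alone, 3 genes of fatty acid and triglyceride synthesis and 3 of lipid uptake and lipolysis were called, all higher, against 2 and 2 over all genes tested, and none of cholesterol synthesis, of which 0 were called over all genes tested. In males, the lists of cholesterol synthesis had medians of -0.24 in Y665F and -0.12 in Y665H, those of fatty acid and triglyceride synthesis 0.03 and 0.06, and those of lipid uptake and lipolysis 0.20 and 0.38, with fry adjusted p of 0.491 to 0.892 and no member called over all genes tested or adjusted over the list alone. The sex interaction of the lists was tested with adjustment over 8 tests. The lowest fry adjusted p was 0.206, shared by the STAT5 response, fatty acid and triglyceride synthesis and lipid uptake and lipolysis in Y665F. Adjusted over the list alone, 2 genes of cholesterol synthesis were called in the interaction of Y665F and 1 gene of the STAT5 response in that of Y665H, against 0 over all genes tested.

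**Figure D3:**
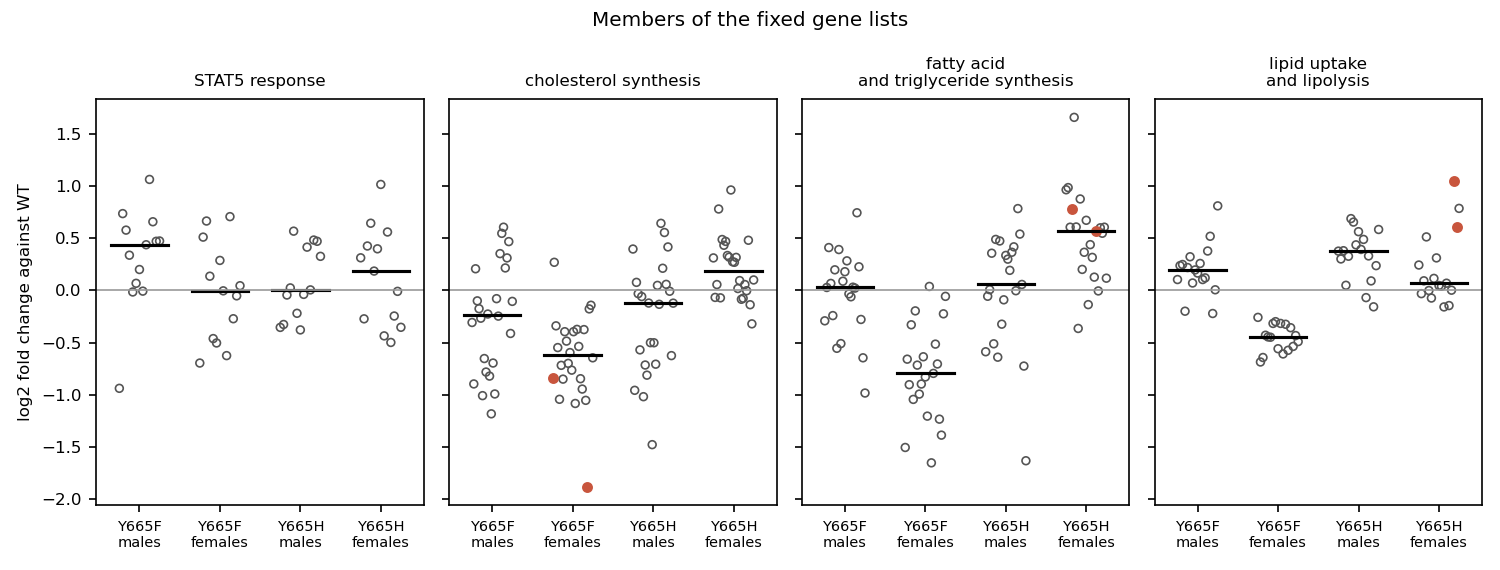
Log2 fold change against WT of each member of the 4 fixed lists (points; filled red points have an edgeR adjusted p under 0.05), with the list median as a black bar. In Y665F females 17 of 17 genes of lipid uptake and lipolysis were below 0, and no list passed an adjusted p of 0.05 in fry.

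Of 13 genes of the STAT5 response, 10 were higher in Y665F males (median log2 fold change 0.44, fry adjusted p 0.297), 6 in Y665F females (median 0.00, fry adjusted p 0.688), 7 in Y665H males (median 0.01, fry adjusted p 0.688) and, of 12 tested, 7 in Y665H females (median 0.25, fry adjusted p 0.688). None was called over all genes tested or adjusted over the list alone. Socs2 was at 40.0 ± 7.23 CPM in Y665F, 30.6 ± 5.38 CPM in Y665H and 22.9 ± 7.20 CPM in WT females, and at 17.0 ± 3.02, 11.3 ± 2.37 and 11.8 ± 2.13 CPM in males (SD, n = 4). Its log2 fold change in Y665F was 0.66 (SE 0.23, edgeR adjusted p 0.123) in females and 0.58 (SE 0.17, edgeR adjusted p 0.221) in males, and the DESeq2 Wald test gave adjusted p of 0.0464 and 0.022. Over the alternatives that kept all libraries, the adjusted p of Socs2 from edgeR or DESeq2 ran from 0.0464 to 0.159 in females and from 0.022 to 0.883 in males. Cish ranged from 3.28 to 39.4 CPM in WT males and had log2 fold changes of -0.94 (SE 0.67) and -0.70 (SE 0.26) in Y665F males and females and -0.35 (SE 0.65) and 0.31 (SE 0.53) in Y665H, with edgeR adjusted p of 0.143 to 0.773. The log2 fold changes of Socs3, Igf1 and Bcl6 lay between -0.50 and 0.64 in the 4 contrasts, with edgeR adjusted p of 0.148 to 0.984.

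Marker lists described the tissue in each library. The mean log2(CPM + 1) of the T and NK cell list was 2.35 ± 0.33 in Y665F and 1.10 ± 0.17 in WT males, and 1.97 ± 0.11 in Y665F and 0.98 ± 0.08 in WT females (SD, n = 4). Each difference had an exact permutation p of 0.0286, the smallest that 4 against 4 can give. Its adjusted permutation p over 36 tests was 0.206, so it does not pass the correction. A list could pass only if many of the 36 tests reached that smallest p, so the correction cannot decide here. All 4 Y665F libraries lay above all 4 WT libraries in each sex. In edgeR, 11 of its 14 genes were called in Y665F females and 0 in Y665F males, where 14 of 14 were higher. In Y665H females, 5 of the 13 tested genes were called, with a median log2 fold change of -0.34 and quartiles of -1.24 and 0.51 over the 13, and in Y665H males 0 of 14. The B cell list differed by 0.64 in males and 0.71 in females with the same exact permutation p, and 4 of its 12 genes were called in females. The thermogenic adipocyte list was at 1.30 ± 0.29 in Y665F and 2.64 ± 0.31 in WT females (exact permutation p 0.0286, adjusted p 0.206), and 5 of its 7 tested genes were called, all lower. Differences for the adipocyte (-0.32 in Y665F females and 0.54 in Y665H males), macrophage (0.53 and 0.49 in Y665F females and males) and erythroid lists (at most 0.12 either way) did not reach an exact permutation p of 0.05. Libraries of one group differed most in 3 lists. The epididymis list was at 10.98, 8.31, 5.55 and 0.165 in WT males 2, 3, 4 and 1, at 0.075 to 3.53 in the 8 mutant males and at 0.060 to 0.261 in all females. The epithelium list ran from 2.08 to 6.33 in WT males and from 1.64 to 5.48 in Y665F females. The skeletal muscle list ran from 2.02 to 5.67 in WT females, from 1.56 to 6.62 in Y665H females, and from 1.35 to 2.19 in Y665F females. The fits compared groups whose libraries carried unequal amounts of these transcripts.

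**Figure D4:**
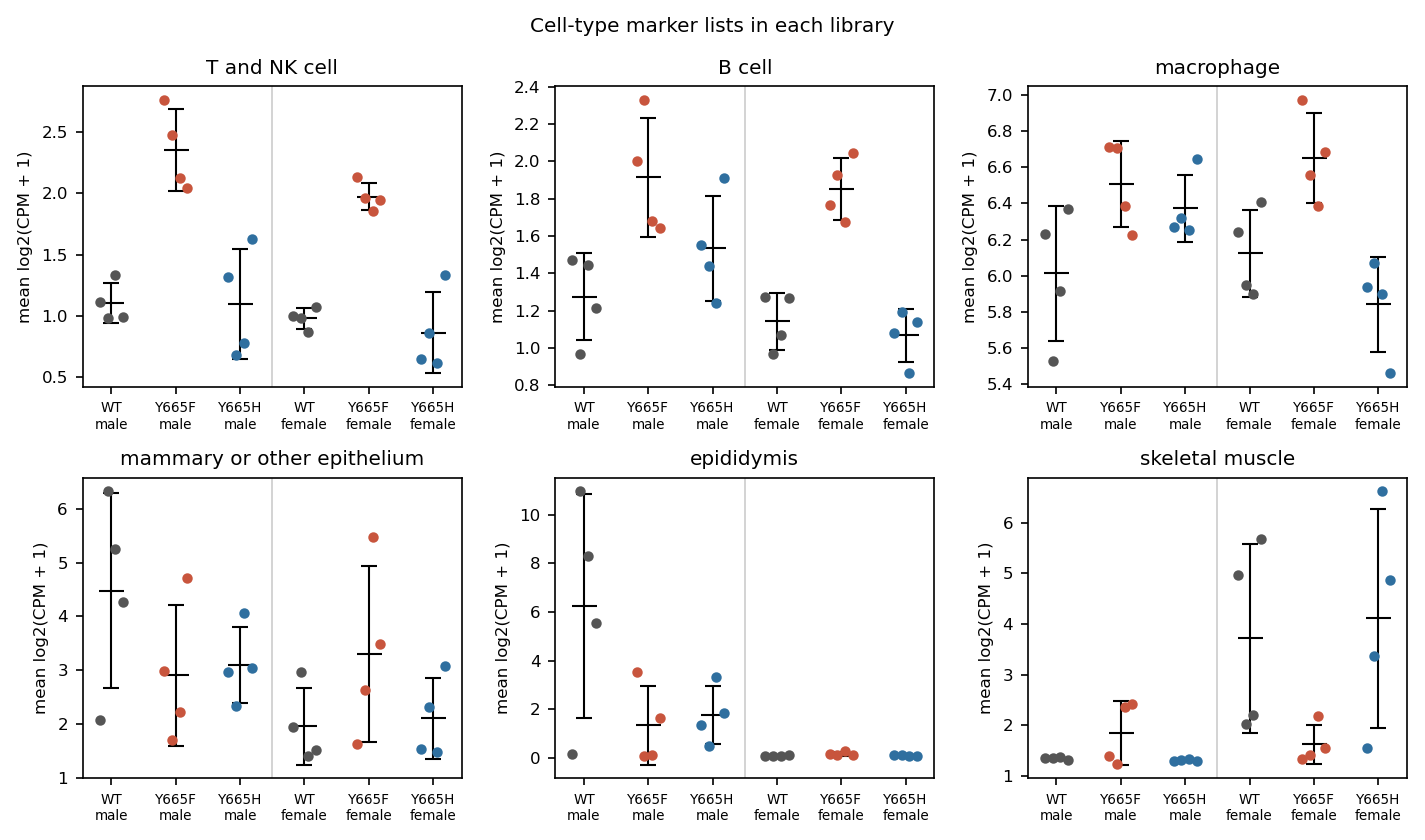
Mean log2(CPM + 1) of 6 marker lists in each library (points), with the mean and SD of the 4 libraries of a group (black bars), for WT (grey), Y665F (red) and Y665H (blue). The 8 Y665F libraries lie above the 16 others in the T and NK cell list, and WT males 2, 3 and 4 lie above every other library in the epididymis list.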

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

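Among 223 sets of 4 values (library measures, list means and named genes per group), 18 held a library whose gap to the nearest other, relative to the range of the group, passed the 95% value of Dixon's test. Chance marks about 1 in 20 groups, or 11.2 of these, so chance and real outliers cannot be told apart for the set as a whole. Chosen only after the result was seen were the tests of chance for the number of such libraries, of adipocyte share for the cholesterol and macrophage lists, of testis RNA in WT male 4, of depth for the genes with a count and for Cish, Pmepa1, Stat5a and Arhgap4, and of Ret and Abat in females. In addition, 2 genes were marked by a tested difference between the sexes, and the share of reads in no annotated feature was marked as a signal outside the gene counts.

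WT male 4 stood apart in 3 measures. Its erythroid list was at 1.753 against 0.724 to 0.848 in the other WT males, its Xist level at 0.3472 CPM against 0.1439 to 0.1598, and its share of ambiguous reads at 1.12% against 1.06 to 1.07%. Testis RNA may account for the first 2: the mean log2(CPM + 1) of the testis list was 7.23 in this library and at most 3.2 in the 3 other WT males. In the erythroid list, Alas2 was at 237 CPM against 18.1 to 28 CPM, a gene chosen after its values were seen. Blood cannot be told apart from other sources by these files, because 0 of the 4 haemoglobin genes were highest in this library and these genes held next to no counts anywhere. For the ambiguous reads, the 3.2 of the other WT males leaves testis RNA open, and no biological explanation was tested.

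Cish was at 22.75 CPM in Y665F male 4 against 7.221 to 8.626 CPM in its group, and at 32.82 CPM in Y665H male 4 against 11.98 to 13.38 CPM. A pulse of STAT5 signalling at sampling could raise Cish, Socs2 and Socs3 together. Of the 4 pairs of Socs2 or Socs3 and library, 2 were highest in their group, both for Socs2, which leaves a pulse open. Depth is excluded as the cause: Y665F male 1, with 31.2 M gene counts like Y665F male 4, had Cish at 7.22 CPM, and Y665H male 2, at 38.9 M against 41.3 M in Y665H male 4, had it at 12.0 CPM.

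The cholesterol list was at 5.871 in WT female 2 against 4.837 to 4.96 in the other WT females. A larger share of adipocytes is excluded by its adipocyte list, which was the lowest of its group at 10.48. The macrophage list was at 6.647 in Y665H male 4 against 6.255 to 6.322, and a lower share of adipocytes cannot be told apart: its adipocyte list was at 10.65, against 10.40 to 10.61 in the others, too high a level to show a small fall. Differences between animals within a genotype were not tested for either.

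Depth set WT male 2 apart, at 31.3 M gene counts against 34.6 to 34.8 M; no explanation was tested. Y665H male 2 had 18723 genes with a count against 19450 to 19531 in its group, which lower depth does not explain, as its 38.9 M gene counts were above those of 2 of the 3 others. Pmepa1 was at 307.6 CPM in WT female 3 (192.6 to 211.1 in the others), Stat5a at 86.0 CPM in WT female 4 (89.39 to 89.85) and at 93.14 CPM in Y665H male 4 (80.53 to 81.44), and Arhgap4 at 11.83 CPM in Y665H male 2 (13.42 to 13.68). Depth was weighed by the library of the group nearest in depth. It is excluded for Pmepa1 (205 CPM there, at a depth ratio of 1.01), for Stat5a in Y665H male 4 (81.3 CPM, depth ratio 1.06) and for Arhgap4 (13.4 CPM, depth ratio 1.06), where the CPM differed by more than the depth. For Stat5a in WT female 4 (89.8 CPM, depth ratio 1.07 and CPM ratio 1.04) this rule does not decide. It is stricter than needed, since CPM are already divided by depth.

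Genes near 0 were marked as well, because a single count parts a library from others with none. These were Erdr1 at 0.02713 CPM in WT female 1, 0.04766 CPM in Y665F male 3 and 0.03395 CPM in Y665F female 4, and Rnase2a at 0.02582 CPM in Y665H female 1, all below the 0.0726 to 0.143 CPM that a count of 0 allows. Ddx3y was at 0.1085 CPM in WT female 1 and at 0 in the 3 other WT females, and no explanation was tested.

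The effect of Y665H on Ret and on Abat differed between the sexes, by 2.458 and 1.75 on the log2 scale. Among 100 regroupings of the libraries, the real one included, 4 gave at least 2 such genes, and the highest other gave 260. Difference in library depth is excluded, because both genes stayed called at equal depth, with edgeR adjusted p of 0.0382 or lower. Epididymal tissue in some male libraries is excluded as the whole cause, because both genes were called lower in Y665H than in WT females (Ret -1.60, edgeR adjusted p 0.00991, and Abat -0.95, edgeR adjusted p 0.0283), where the epididymis list was at most 0.261. Its share in the male part (0.87 and 0.80, not called) cannot be told apart: with the epididymis covariate the interactions were 2.39 and 1.71, with a larger edgeR adjusted p of 0.163, in a fit with 1 more coefficient. Opposite effects of Y665H in the sexes might remain for these 2 genes, but the edgeR adjusted p of Abat passed 0.05 in 10 of the 16 fits that each left out 1 library, and that of Ret in 6.

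Reads in no annotated feature made up 25.81% of all counted reads in Y665F females, with 23.69 to 27.12% in the 4 libraries and 18.56 to 22.75% in WT females (exact permutation p 0.0286, adjusted p 0.114 over 4 contrasts). Genomic DNA would raise olfactory receptor genes, whose summed level was 26.3 ± 3.98 CPM in Y665F and 28.2 ± 6.87 CPM in WT females (SD, n = 4; exact permutation p 0.714), which goes against it. Lower depth cannot be told apart: over the 16 WT and Y665H libraries the share had a Pearson r of -0.198 with all counted reads (permutation p 0.467, adjusted p 0.467 over 4 relations), and of -0.372 without the 2 farthest libraries. With gene counts as the depth, r was -0.499 (permutation p 0.0491, adjusted p 0.0982), but gene counts exclude the no-feature reads, and all counted reads were chosen as the measure after these values were seen. More unspliced or unannotated RNA in Y665F females was not tested.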

How the results depend on the processing

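No called gene that the text names reversed its direction under any alternative. Size factors of DESeq2 and the robust prior kept every count of called genes within 1.5 times, the largest step being from 2 to 3 in the interaction of Y665H. Of 192 list tests under alternatives, 175 kept direction and side of the threshold, 7 passed it and 10 reversed. Of 204 values on the agreement between effects, 159 stayed and 45 moved. For every change given below, the cause was not tested, except that fits without a library, with a covariate or with the replicate block have fewer degrees of freedom.

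The DESeq2 Wald test called 1036 genes for Y665F in males (0 with edgeR), 2014 in females (521), 66 for Y665H in males (0), 1764 in females (516), 1078 between the mutants in males (164), 3920 between the sexes in WT (2079), and 1157 and 689 in the interactions of Y665F (0) and Y665H (2). It also called Socs2 in Y665F males (adjusted p 0.022) and females (adjusted p 0.0464). Of the genes called for Y665F in females, 48.7% were higher under this test. Of those called between the mutants in males, 40.2% were higher in Y665H under it, against 12.2% with edgeR. With all 24 libraries in one fit, edgeR called 2261 genes for Y665F and 203 for Y665H in males, 250 for Y665H in females, 400 between the mutants in males, 5987 between the sexes in WT, and 1 and 201 in the interactions, and the STAT5 list in Y665F females turned up (fry adjusted p 0.892). One dispersion for all groups is part of that fit. It lost the calls of Dgat1 (edgeR adjusted p 0.186, range over the alternatives that kept all libraries 0.000118 to 0.186) and Acsl1 (edgeR adjusted p 0.144, range over the same 0.000241 to 0.144). Without the low-count filter, the correlation of the mutants in females was 0.202, with 17 genes called in opposite and 11 in the same direction, and Igf1 in Y665F males was at 0.018.

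With the replicate block, edgeR called 676 genes for Y665F in females, 46% of them higher, 32 for Y665H in females, 0 between the mutants in males (2973 at an unadjusted p under 0.05), 1583 between the mutants in females, 825 between the sexes in WT and 0 in the interaction of Y665H (2306 at an unadjusted p under 0.05). Both mutants called 1 gene in opposite and 5 in the same direction in females. Igf1 in Y665F males was at 0.08 and Cish in Y665H females at -0.063. Of the named calls 10 were lost, and Bcl6 in Y665F females was gained (edgeR adjusted p 0.0383, range over the alternatives that kept all libraries 0.0383 to 0.524). Equal replicate numbers are not shown to be pairs: correlations of the deviations of equally numbered libraries ran from -0.392 to 0.73, and only 1 or 2 of 4 per contrast were above 0.1.

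Camera passed lists that fry did not: STAT5 response in Y665F males (adjusted p 0.0218), cholesterol synthesis (4.62e-07), fatty acid and triglyceride synthesis (2.16e-07) and lipid uptake and lipolysis (2.28e-07) in Y665F females, lipid uptake and lipolysis in Y665H males (0.000337) and fatty acid and triglyceride synthesis in Y665H females (3.69e-05).

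Chosen after seeing the data were 5 alternatives. The muscle covariate called 0 genes for Y665F in females (3015 at an unadjusted p under 0.05) and 1630 between the mutants in females, and put Cish in Y665H females at -0.143. The epididymis covariate called 62 genes between the mutants in males and 109 between the sexes in WT. Under it, Cish (0.179) and Bcl6 (-0.361) reversed in Y665F males, and Stat5b (-0.001), Cish (0.722) and Socs3 (-0.287) in Y665H males. The epithelium covariate called 298 genes between the mutants in males, 163 of them among the 164, with Stat5a (-0.019) and Bcl6 (-0.229) reversed in Y665F males and Cish (0.46) and Socs3 (-0.224) in Y665H males. Equal depth put Igf1 in Y665F males at 0.01 and Stat5b in Y665H females at 0, and kept the counts of called genes of the 7 contrasts within 1.5 times, while 17 genes passed in the interaction of Y665H at equal depth and 0 with the epididymis covariate. GC and length offsets called 80 genes between the mutants in males, with Stat5a (-0.016) and Igf1 (0.013) reversed in Y665F males and Stat5a (0.033) in Y665H males. Acsl1 lost its call without the low-count filter, at equal depth, with these offsets and with the muscle covariate.

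Across the fits that each left out 1 library, counts of called genes ran from 0 to 570 for Y665F in males (most without WT male 1), from 67 (without Y665F female 1) to 747 (without Y665F female 3) for Y665F in females, from 0 to 1 for Y665H in males (without WT male 1), from 20 (without WT female 1) to 1269 (without WT female 3) for Y665H in females, from 10 (without Y665F male 3) to 220 (without Y665F male 4) between the mutants in males, from 1554 (without Y665F female 1) to 2839 (without Y665F female 3) between them in females, and from 251 (without WT female 4) to 5076 (without WT male 1) between the sexes in WT. In the interactions they ran from 0 to 1686 and from 0 to 1844, each highest without WT male 1. As that library was the WT male lowest in the epididymis list, the high counts without it cannot be told apart from tissue next to the fat. Ret kept an interaction of 2.32 to 2.65 and Abat of 1.65 to 1.91. Directions of genes without a call changed in these fits: in Y665F males Stat5a (-0.012 to 0.179), Igf1 (-0.239 to 0.253) and Bcl6 (-0.161 to 0.542), in Y665F females Stat5b (-0.022 to 0.138), in Y665H males Stat5a (-0.093 to 0.066), Cish (-0.809 to 0.031), Socs2 (-0.127 to 0.091), Socs3 (-0.161 to 0.211) and Bcl6 (-0.45 to 0.285), and in Y665H females Stat5b (-0.043 to 0.05), Cish (-0.444 to 0.585) and Igf1 (-0.036 to 0.357). Lists that changed direction or side had fry adjusted p from 0.645 to 0.994 (fatty acid and triglyceride synthesis) and from 0.521 to 0.964 (lipid uptake and lipolysis) in Y665F males, from 0.456 to 0.964 (cholesterol synthesis) in Y665H males, and from 0.669 to 0.935 (STAT5 response) and 0.00629 to 0.697 (cholesterol synthesis, lowest without WT female 2) in Y665H females.

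Leaving out 1 library, the correlation of the 2 mutants ran from 0.599 (without WT male 2) to 0.825 (without WT male 1) in males, with 0 to 1 gene called in both in the same direction, and from 0.028 (without Y665H female 4) to 0.254 (without WT female 3) in females, with 0 to 44 genes in opposite and 0 to 30 in the same direction. Between the sexes it ran from -0.063 to 0.069 for Y665F, with 0 to 7 genes in opposite and 0 to 74 in the same direction (most without WT male 1), and from -0.052 to 0.041 for Y665H. For Y665F against WT in males, the spread between libraries limits the calls of smaller changes. Simulated at that spread with 200 changed genes, 2-fold changes were recovered at 0% and 4-fold changes at 65.0%. The other male contrasts were not simulated in this way.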

Other observations

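Chosen only after the result was seen were the tests of regroupings for the separated genes and for the correlations, the split by epithelium, the tests of epididymal tissue and of the depot for sex differences, the tests of adipocyte share, muscle and mislabelling for the T and NK cell list, the test of muscle for the genes called in Y665F females, and all tests of Erdr1. Predictions for the others were written before their results.

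Regrouping the 8 libraries of a contrast into 4 and 4 gives 35 splits, the real one included. The real split was the only 1 of 35 to reach its count of called genes for Y665F in females, Y665H in females, the mutants in males (highest other 127), the mutants in females and the sexes in WT. By contrast, the male comparisons with WT did not stand out: 2 of 35 splits gave at least as many genes at an unadjusted p under 0.05 as Y665F, the best other giving 5684 against 2772, and 5 of 35 as Y665H, the best other giving 3785 against 1874. For the interaction of Y665F, 1 of 100 regroupings reached its 3645 genes, with 3595 in the best other. The correlation of the mutants was as low in females in 14 of 100 regroupings and as high in males in 13 of 100, so the way libraries happened to fall into groups could account for both.

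The male libraries may have varied because of the tissue next to the fat. In both contrasts (2 of 2), the split with the most genes parted the 4 libraries highest in the epithelium list from the 4 lowest: WT males 2, 3 and 4 with Y665F male 4 or Y665H male 3. Epididymal tissue could be a part of this, but with the epididymis covariate the biological coefficient of variation for Y665F in males was 42.3%, within the 40.3 to 48.7% of covariates from random lists, so its share cannot be told apart. With the epithelium covariate it was 38.7%, below that range, though the random lists were matched in level to the epididymis genes. Depth is excluded as the cause: at equal depth the value was 44.3% in males and 25.1% in females. The testis list had a median log2 fold change of -5.65 in Y665F and -3.60 in Y665H against WT males, without a call, but only WT male 4 (7.23) stood above the mutants: the other WT males were at 0.12 to 3.2 and the mutant males at 0 to 3.32. Such tissue limits the comparison of the sexes too. Of the genes higher in WT males, 18.4% had all 8 mutant males above all 8 mutant females and 98.1% kept the direction. Of those lower in WT males, the values were 16.8% and 90.6%. Neither tells epididymal tissue apart from sex.

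Another fat depot in the sexes cannot be told apart from sex itself. Hoxc10, chosen after its values were seen, was at most at 1.67 CPM in the 12 male libraries and at 14.1 to 34.2 CPM in the 12 female libraries. A gene of regional identity that parts the sexes so fully would suggest that the depots differed, and then no difference between the sexes given here could be assigned to sex.

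Y665F libraries shared a higher T and NK cell list in both sexes, the lowest of the 8 at 1.86 and the highest of the 16 others at 1.63. Over 14838 genes, 107 were higher in all 8 Y665F libraries than in the 16 others and 1 was lower; only 1 of 100 regroupings, the real one, gave as many, and the highest other gave 1. A lower share of adipocytes is excluded, since the lower quartile of the T and NK cell list lay 0.759 above the upper quartile of the macrophage list on the log2 scale. Lymph node in the samples cannot be told apart: the median log2 fold change of its stroma and vessel genes was 0.791 in males and 0.15 in females, over 3 tested genes each, and the B cell list rose too. Against it, these genes had a median of 1.14 in Y665H males, where the T and NK cell list had one of 0.09, and Glycam1, picked from that list afterwards, was at 0.0806 CPM in Y665F and 0.123 CPM in WT males and at 0.0751 and 0.0887 CPM in females, levels near the floor. The naive lymphocyte list had a median of 1.12 in females, with 2 members called, and 0.18 in males, with 0 called. In females, depth and GC or length bias are excluded, with 10 members called at equal depth and 11 with GC and length offsets; in males no member was called and neither was tested. Uneven muscle is excluded in females by 2 libraries within the muscle range of the Y665F females (1.35 to 2.19), WT female 2 at 2.02 and Y665H female 1 at 1.56, which lay below every Y665F female in the T and NK cell list. No single library was out of place (0 others at or above the lowest Y665F library), but labels exchanged between whole groups cannot be told apart. More T or NK cells in Y665F fat, or a change of these cells, would be consistent with these values, and more cells cannot be parted from more RNA per cell.

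Uneven skeletal muscle did not account for the median size of change of the genes called in Y665F females, although none stayed called with the muscle covariate. Their slopes on the muscle list over the 4 Y665H females, which took no part in the calls, predicted a median share of -0.025 of the log2 fold change (-0.115 to 0.036 without 1 of these libraries), and with the covariate the fold changes were a median of 1.09 times those without it. Genes that follow muscle vary within WT females and are less likely to be called, so the result holds for the called genes only. Being a median without a spread over genes, it leaves open a part of muscle in single called genes. Variants next to the edited allele are not a likely source either, as 1 of the 100 tested genes nearest to Stat5b was called in Y665F females (3.35% of the others; one-sided Fisher's exact p 0.967) and 3 of 100 in Y665H females (3.34%; exact p 0.653).

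The fall of the thermogenic list in Y665F females was not due to muscle in WT females, since thermogenic genes that muscle lacks had a median log2 fold change of -3.26 (-3.258), with 3 called. Brown fat in the WT female samples cannot be told apart from less thermogenic white fat in Y665F: the lowest WT female was 0.886 above the highest Y665F female in the mean log2(CPM + 1) of those genes. Ucp1, chosen after its values were seen, was at 4.68 to 24.9 CPM in WT females and 0.136 to 0.858 CPM in Y665F females. In Y665H females it was at 15.8, 88.1, 0.684 and 0.312 CPM, so low Ucp1 was not limited to Y665F. The thermogenic adipocyte list of the Y665H females, at 2.23 to 4.02, lay above the 1.72 of the highest Y665F female.

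Erdr1 parted all Y665H libraries from the rest, with 0 libraries of the other genotypes at or above the lowest Y665H library; labels exchanged between whole groups cannot be told apart by this. It was the only 1 gene higher in all 8 Y665H libraries than in the 16 others, and 2 genes were lower in all 8, so a strain variant in the Y665H line, or another copy of the gene, may be as likely as an effect of the mutation and cannot be told apart. It was not among the 100 tested genes nearest to Stat5b (0 of 100).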
